A study of Homo sapiens with 6 samples. Its data were reported in "Aggresome formation promotes ASK1/JNK signaling activation and stemness maintenance in ovarian cancer" (2024).

How the data were processed

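RNA sequencing libraries titled SKOV3 stem cells (3 libraries) and SKOV3 adherent cells (3 libraries) were compared. The paper describes these data as floating spheres and differentiated cells. Stem cells were therefore read as floating spheres and adherent cells as sphere-differentiated cells, names that the titles themselves do not give. Per the labels, libraries were made with a NEBNext Ultra RNA kit, and the authors named genome build hg38, featureCounts 1.5.0-p3 and DESeq2 1.20.0 in their processing notes. The paper's methods name featureCounts for gene-level counting and edgeR for testing. The aligner, the annotation release and the strand setting are not given in the sources used here. The study states in general terms that it used biological replicates and repeated cell culture experiments independently, without naming these libraries. The deposited table holds FPKM values, made by the authors per library, for 58735 genes by name.

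Names and positions were taken from GENCODE release 29 on hg38, which held 99.954% of the names. The other 27 names had been turned into dates by spreadsheet software. Among all entries, 1741 shared 175 names. Entries of shared names were kept apart. FPKM was multiplied by the length of the merged exons of each gene to recover fragments. All values above 0 with a known length came out whole within 0.01, so the fragments behind each value are known. Recovered totals were 14725462 to 16376331 fragments per library, over the 56923 entries with a length, which leave out shared and date names. The totals that the FPKM values imply differed from them, and recovered fragments were 96.2% to 103% of the implied totals. In a test added after the data had been seen, implied over recovered totals correlated at 0.996 with trimmed-mean factors computed from the fragments, and differed from them by at most 0.324% when each was scaled to a geometric mean of 1. A scaling of that kind before deposit would give this, and the notes do not state it. Values were used as deposited.

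Genes with a mean of at least 0.5 FPKM over the 6 libraries were tested with limma 3.58.1 in R 4.3.3, on log2 of FPKM plus 0.5, with an intensity trend in the moderation and group as the only term. The coefficient was floating sphere minus sphere-differentiated, and p values were adjusted by Benjamini and Hochberg at 0.05. The threshold of the study, an unadjusted p under 0.05 and a log2 fold change over 0.5 in size, was applied to the same fit. Before the data were examined, 51 gene lists were fixed, of which 48 had at least 5 tested members. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. OTUD1 also had an exact permutation test over 20 labellings, and loci were tested with two-sided Fisher's exact tests. Groups of 3 against 3 allow no exact p under 0.1. Means are given with the SD over 3 libraries, and the SE is that of the log2 fold change in limma. A fold against a group at 0 used a floor of 3 fragments per library, which covers counting error only. For HRK, with 1 fragment in a state, the ratio of fragments per implied total was given with its exact Poisson interval.

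Genes were named by a rule fixed before the data were examined. It took the study's candidates, stemness genes and MAP3K5, and 12 genes per direction with the largest fitted log2 fold change among protein-coding genes with an adjusted p under 0.05, a mean of at least 5 FPKM in the higher group and no overlap between groups. It also took up to 4 members with the smallest adjusted p of each list described, and members that the study names. The few members that moved against their list or had no call, and GAPDH, ALDOA, VIM, ERBB2, CDKN2A and the genes without fragments in a state were named after their values were seen.

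Alternatives were 18 fits set beforehand, changing the pseudocount, the filter, the scaling (TPM, median of ratios, quantiles), the replicate term, the moderation, the gene types or the measure (limma voom on recovered fragments), or leaving out each library in turn. A correction for GC content and gene length, by natural splines with 4 degrees of freedom, was added after a trend was seen, over 15521 genes with both values. Replicate numbers gave no sign of pairing across states, since deviations of libraries with the same number correlated at -0.074 to -0.020 across genes, and 0 of 6 libraries were closest to their own number. Whether cultures with the same number shared an origin is not stated. The test was tried on simulated data of 15301 genes, drawn independently of each other at a single dispersion of 0.0232, with 200 planted changes. It recovered 5.97% of genes planted with a 1.5-fold change, 47.8% of those with a 2-fold change and 95.5% of those with a 4-fold change, and called 15 of 15107 unchanged genes and 0 of 40 lists of unchanged genes. Far more genes changed in the real data. Since simulated genes were not correlated, the simulation cannot show how often lists of correlated genes are called. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 read the table and drew the figures.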

Results

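Gene expression was measured by RNA sequencing in cells labelled SKOV3, an established human ovarian cancer cell line, in 2 states of the same culture series. Floating spheres had been grown without serum, in low-attachment plates with a serum replacement, a condition used to enrich cells with stem-like properties. For sphere culture, the paper's methods also list epidermal growth factor, basic fibroblast growth factor and insulin, and a different basal medium (DMEM/F12 in place of DMEM). Sphere-differentiated cells came from spheres that were returned to serum and had attached to the dish. Each state had 3 libraries, and the study's question was which genes change in the passage from stem-like to differentiated cells. The deposited values were FPKM, fragments per kilobase scaled to library size, and the fragments behind them numbered between 14725462 and 16376331 per library. Sphere-differentiated replicates 1, 2 and 3 had 15785308, 14725462 and 16263136 fragments assigned to genes of known length, and floating sphere replicates 1, 2 and 3 had 16376331, 15877501 and 16337430. The first principal component held 61.6% of the variance and separated the states, and the next held 15.6% and set floating sphere replicate 1 apart from replicate 2. Correlations of log2 values across genes were 0.966 to 0.977 among sphere-differentiated libraries, 0.928 to 0.952 among floating spheres and 0.841 to 0.906 between states. Floating sphere replicate 2 carried 1.32% of its fragments in long intergenic and antisense RNAs, against 0.918% to 1.00% in the other libraries, and had 13857 genes at 1 FPKM or more, against 12911 to 13335.

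Floating spheres differed from sphere-differentiated cells across much of the transcriptome. Genes higher in the spheres numbered 23 of 24 in cholesterol synthesis, 26 of 35 in the low oxygen response and 18 of 35 in the interferon response. Genes lower there numbered 14 of 22 in the epithelial list, 14 of 22 among YAP and TEAD targets, 9 of 13 in the Notch list and 17 of 33 in the stress responses. Camera called these 7 lists with a preset correlation and none of them with an estimated correlation (lowest adjusted p 0.225), where 5 of the 7 had an unadjusted p under 0.05, and fry called all 7. Of 15719 genes tested, 5279 changed, 2487 of them higher and 2792 lower in floating spheres (limma, adjusted p under 0.05). The balance depended on the scaling, with 2211 higher and 3243 lower on TPM and 2848 higher and 2767 lower with voom on recovered fragments. At the threshold of the study, which used an unadjusted p under 0.05 and a log2 fold change over 0.5 in size, the counts were 3064 higher and 3127 lower, 6191 in all. The groups did not overlap for 8105 genes, which is 51.6% of those tested, where chance gives 10%. The count of changed genes fell to 3018 without sphere-differentiated replicate 2 and to 2806 without sphere-differentiated replicate 3.

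Among protein-coding genes past the threshold, with no overlap between states and at least 5 FPKM in the higher state, the largest fitted rises in floating spheres included that of CA9, a carbonic anhydrase induced by low oxygen, at 46.3 ± 21.6 FPKM (SD, n = 3) against 0.201 ± 0.11, a log2 fold change of 5.97 (SE 0.33). CASP14, a caspase of skin cell differentiation, stood at 174 ± 172 FPKM against 1.85 ± 0.415 (log2 fold change 5.58), and FGFBP1, a carrier of fibroblast growth factors, at 18.7 ± 6.56 FPKM against 0.0757 ± 0.0687 (5.01). The order of these 3 genes depended on the pseudocount, and voom on recovered fragments gave 7.79 for CA9, 5.96 for CASP14 and 7.88 for FGFBP1. The cytokine gene IL33, the alarmin gene S100A9, the sterol sensor gene INSIG1, the glycolytic gene ALDOC and NPTX1 had log2 fold changes of 4.47, 4.05, 4.18, 4.11 and 4.00. C6orf141, ECM1, SERPINE2 and the early response gene EGR1 rose by 3.74, 3.70, 3.60 and 3.51 on the same scale. The spread among floating spheres was wide for several of these genes, and the SD of IL33 was 90.9 FPKM around a mean of 77.8. Exons of CA9 overlapped those of other genes over 39% of their length.

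Large falls by the same criteria included that of CLDN1, a tight junction claudin, at 1.07 ± 0.33 FPKM in floating spheres against 50.1 ± 4.13 in sphere-differentiated cells, a log2 fold change of -5.02 (SE 0.17). The inflammatory cytokine IL6 stood at 24.1 ± 9.63 FPKM against 463 ± 22 (log2 fold change -4.31), and the secreted netrin NTN4 at 7.98 ± 1.65 against 156 ± 2.71 (-4.22). ALPP, OLR1, IL20, KLF9, the integrin gene ITGB2, the activin subunit gene INHBA and the keratin gene KRT34 had log2 fold changes of -4.09, -3.78, -3.71, -3.67, -3.61, -3.58 and -3.56. ALPP has near-identical paralogs, so the assignment of its fragments is uncertain. KRTAP7-1 and FGF21 had no fragment in any floating sphere library. Against a floor of 3 fragments per library, they were at least 39.3-fold and at least 50.8-fold lower than in sphere-differentiated cells, where they stood at 9.81 ± 0.919 and 6.94 ± 2.56 FPKM. Each of these 24 genes had an adjusted p of 0.0066 or less, and no library of either state overlapped the other.

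The genes of cholesterol synthesis and uptake rose nearly as a whole, with 23 of 24 tested members higher in floating spheres and a median log2 fold change of 1.94. DHCR7, the last enzyme of the pathway, reached 60.9 ± 1.44 FPKM against 16.3 ± 0.557, and LSS, which closes the sterol ring, 39.8 ± 5.3 against 7.51 ± 0.686. FDFT1, which makes squalene, had 53.3 ± 8.98 FPKM against 9.43 ± 0.529. SC5D was the member without a call, at a log2 fold change of 0.26. The same count was reached when adjusted over the list alone, and camera gave an adjusted p of 1.9e-15 (adjusted p = 0.225 with an estimated correlation). In the list of fatty acid synthesis, 8 of 18 members rose, also adjusted over the list alone, led by the desaturases FADS2 (log2 fold change 3.05) and SCD (2.51), by FASN (1.68) and by ACSS2 (1.77), while the acyltransferase gene GPAM fell. The median of that list was 0.23 and its mean 0.61, with a camera adjusted p of 0.044 (adjusted p = 0.392 with an estimated correlation). The median depended on the filter, at 0.10 without one and 0.59 with a minimum mean of 5 FPKM. Its call ended without sphere-differentiated replicate 1 (adjusted p = 0.0593), sphere-differentiated replicate 3 (0.0622) or floating sphere replicate 3 (0.0638), and on rescaling to TPM (0.0559).

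Genes of the low oxygen response and of glycolysis rose together, 26 of 35 with 1 lower, at a median log2 fold change of 1.42. Besides CA9 and ALDOC, the glycolytic enzyme gene HK1 stood at 68.0 ± 3.25 FPKM against 24.2 ± 0.974, and LDHA, which makes lactate, at 317 ± 9.23 against 111 ± 6.53. The member that fell was STC2, a secreted glycoprotein that is also on the list of stress genes. Counts adjusted over the list alone were the same, and camera gave an adjusted p of 2.3e-09 (adjusted p = 0.512 with an estimated correlation). GAPDH and PGK1, often taken as reference genes, were part of this change, with log2 fold changes of 1.77 and 1.84. The glycolytic gene ALDOA also counted as higher, but 53% of its exon length overlapped another gene.

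Interferon response genes were higher in floating spheres for 18 of 35 members, with a median log2 fold change of 0.93. The antiviral synthetase genes OAS1 and OAS2 rose by 1.89 and 1.25, the GTPase gene GBP2 by 2.81 and the tetherin gene BST2 by 1.70, the last from 80.8 ± 13.8 to 263 ± 39.8 FPKM. None of the 35 fell over all genes, and 1 fell when adjusted over the list alone, where 18 rose. Camera gave an adjusted p of 3.6e-05 (adjusted p = 0.392 with an estimated correlation). Of 19 genes of antigen presentation, 8 rose, among them the class II genes HLA-DRB1 (log2 fold change 2.77), HLA-DRA (1.81) and HLA-DMA (1.43), and 2 fell, ERAP1 (-1.25), a peptide trimming enzyme, and the transporter gene TAP2 (-0.65). Adjusted over the list alone, 10 rose and 2 fell. The median was 0.69, with a camera adjusted p of 0.0037 (adjusted p = 0.392 with an estimated correlation), and the median was 0.45 without floating sphere replicate 2.

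Epithelial genes were lower in floating spheres for 14 of 22 members, with a median log2 fold change of -1.36, or -0.54 without a filter on low values. Besides CLDN1, the junction gene OCLN fell by 2.60, the adhesion gene EPCAM by 2.36 and OVOL2, a regulator that keeps cells epithelial, by 3.07 on the log2 scale. The values of OCLN and OVOL2, which were low in floating spheres, depended on the pseudocount, at -4.11 and -4.65 with 0.1 and at -5.15 and -5.96 with voom on recovered fragments. The mucin gene MUC1 (2.36) and the desmosomal gene PKP3 (1.41) rose. KRT19 had no fragment in any sphere-differentiated library, and with it set at its bound the median was the same. Camera gave an adjusted p of 4.4e-04 (adjusted p = 0.225 with an estimated correlation). Of 16 mesenchymal genes, 10 rose, 11 adjusted over the list alone, and none fell. SNAI1, a repressor of epithelial genes, went from 20.3 ± 0.68 to 81.4 ± 17 FPKM (log2 fold change 1.95), and TWIST2, CDH11 and the collagen crosslinking gene LOXL2 had log2 fold changes of 1.14, 1.08 and 1.66. That of CDH11 was 1.85 with a pseudocount of 0.1 and 2.34 with voom. The median was 0.97, with a camera adjusted p of 6.4e-04 (adjusted p = 0.512 with an estimated correlation). The call of LOXL2 ended without sphere-differentiated replicate 2 (adjusted p = 0.054) and that of CDH11 without sphere-differentiated replicate 3 (adjusted p = 0.051). VIM, the classical mesenchymal filament gene, was too low to be tested, at 0.135 FPKM in floating spheres and 0.0744 in sphere-differentiated cells. Whether fragments of VIM were lost to overlapping genes was not tested, so these values do not show that its transcript was absent.

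Targets of YAP and TEAD, the transcription factors that respond to attachment and cell shape, were lower for 14 of 22 members, at a median log2 fold change of -1.04. CTGF stood at 1.23 ± 0.156 FPKM against 10.6 ± 0.453, and CRIM1, AJUBA and AMOTL2 fell by 2.76, 2.73 and 2.46 on the log2 scale. IGFBP3 (3.05) and NT5E (1.64) rose. Camera gave an adjusted p of 6.4e-05 (adjusted p = 0.225 with an estimated correlation). In the Notch list, 9 of 13 members fell, with the ligand genes JAG1 (-1.76) and DLL1 (-2.46), the receptor gene NOTCH1 (-1.20) and the feedback gene NRARP (-2.18) among them, and the modifier gene LFNG rose (2.15). DLL3, DTX1 and HES4 had no call. The median was -0.90, or -0.51 without a filter on low values, with a camera adjusted p of 3.9e-04 (adjusted p = 0.225 with an estimated correlation). For the epithelial, YAP and Notch lists, the counts adjusted over the list alone were the same.

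Genes of the unfolded protein and integrated stress responses were lower for 17 of 33 members, and CRELD2 was higher (0.81). The median log2 fold change was -0.77. MTHFD2, of one-carbon metabolism, stood at 33.2 ± 0.431 FPKM against 108 ± 5.19, the transporter genes SLC7A11 and SLC3A2 fell by 2.03 and 2.36 on the log2 scale, and CHAC1, which degrades glutathione, fell by 3.41. Counts adjusted over the list alone were the same, and camera gave an adjusted p of 2.3e-04 (adjusted p = 0.225 with an estimated correlation). Of 22 genes of aggresomes and heat shock, 8 fell and 1 rose, also adjusted over the list alone. The ubiquitin-binding gene UBQLN1 (-1.12), the chaperone gene HSPA4 (-1.35) and the autophagy receptor gene SQSTM1 (-0.91) fell, and HDAC6, which carries misfolded protein to the aggresome, rose (1.10). The call of SQSTM1 ended without sphere-differentiated replicate 1 (adjusted p = 0.0543) or 3 (0.0519). The median was -0.43, with a camera adjusted p of 0.038 (adjusted p = 0.662 with an estimated correlation). The call of the list ended without floating sphere replicate 2 (median -0.26, adjusted p = 0.209), floating sphere replicate 3 (0.0658) or sphere-differentiated replicate 3 (0.0622), with a minimum mean of 5 FPKM (0.0947) and with protein-coding genes alone (0.0829).

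Of 27 genes of ribosome biogenesis under MYC, 7 fell and none rose, 6 adjusted over the list alone, with a median log2 fold change of -0.48. The snoRNP gene NOP58 (-1.62), ODC1 (-1.53), URB2 (-1.21) and WDR43 (-1.39) were among them. Camera gave an adjusted p of 0.028 (adjusted p = 0.721 with an estimated correlation). Of 45 ribosomal protein genes, 9 rose and 1 fell, 7 and 1 adjusted over the list alone, with a median of 0.28 and an adjusted p of 0.031 (adjusted p = 0.721 with an estimated correlation). RPS15 (0.89), RPS9 (1.18) and RPL15 (0.83) rose and RPS12 fell (-1.08). Of 35 nuclear genes of oxidative phosphorylation, 6 rose, including NDUFC1 (1.04) and SDHA (0.78), and SDHD fell (-0.50). Adjusted over the list alone, 3 rose and none fell, and the median was 0.25, with an adjusted p of 0.044 (adjusted p = 0.721 with an estimated correlation). Of 40 genes of S phase, 12 rose and none fell, 11 adjusted over the list alone, with a median of 0.18 and an adjusted p of 0.034 (adjusted p = 0.687 with an estimated correlation). The DNA polymerase gene POLD1 (1.55), RRM2, which supplies deoxynucleotides (1.68), the ligase gene LIG1 (1.25) and CDC45 (0.92) led that list.

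Each of these 4 lists of growth lost its call in several settings. Without floating sphere replicate 2, the MYC list had a median of -0.21 (adjusted p = 0.102) and the ribosomal protein list a median of 0.15 (adjusted p = 0.212). Without floating sphere replicate 1, the median was -0.72 for the MYC list and 0.08 for oxidative phosphorylation (adjusted p = 0.41). Without floating sphere replicate 3, the median was 0.38 for oxidative phosphorylation and 0.10 for S phase (adjusted p = 0.113). Without sphere-differentiated replicate 1, S phase lost its call (adjusted p = 0.0629). Without sphere-differentiated replicate 2, the calls of oxidative phosphorylation (adjusted p = 0.0759) and of ribosomal proteins (0.0719) ended, as did those of ODC1 (0.051), URB2 (0.059) and WDR43 (0.0632). Without sphere-differentiated replicate 3, those of oxidative phosphorylation (adjusted p = 0.0666), ribosomal proteins (0.0637), S phase (0.0706) and RPL15 (0.0533) ended. Rescaling to TPM ended the calls of oxidative phosphorylation and S phase (adjusted p = 0.0599 for both, with a median of 0.11 for S phase), and quantile normalization that of ribosomal proteins (median 0.15, adjusted p = 0.215). The MYC call ended with a minimum mean of 5 FPKM (adjusted p = 0.0629) or with protein-coding genes alone (0.0502), and that of RPS12 without a filter on low values (0.0732).

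In all, camera with a preset correlation called 16 of the 48 lists tested, 1 of them the study's own candidate genes, and no list was called with an estimated correlation, where 6 had an unadjusted p under 0.05. The lowest adjusted p was then 0.225, shared by cholesterol synthesis and the YAP and TEAD targets. By fry, which asks whether the genes of a list move on balance one way and does not compare them with other genes, 22 lists were called, and cholesterol synthesis had an adjusted p of 2.9e-04, YAP and TEAD targets 3.3e-05, hypoxia and glycolysis 0.0145 and interferon 0.0101. Of the 16 lists that camera called, fry called 11. It did not call S phase (adjusted p = 0.05003), aggresomes and heat shock (0.101), MYC ribosome biogenesis (0.248), ribosomal proteins (0.253) or oxidative phosphorylation (0.283). The other 11 lists called by fry were not called by camera, among them the housekeeping genes (fry adjusted p = 2.3e-04). The pluripotency list was another, called lower in floating spheres by fry (adjusted p = 0.0163) and not called by camera (adjusted p = 0.315). Of its 6 tested members, 1 rose and 2 fell, at a median log2 fold change of -0.46. Other divisions of the 6 libraries into 3 and 3, which mix the states, gave between 8 and 17 called lists, so a camera call by itself did not set the states apart.

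**Figure D1:**
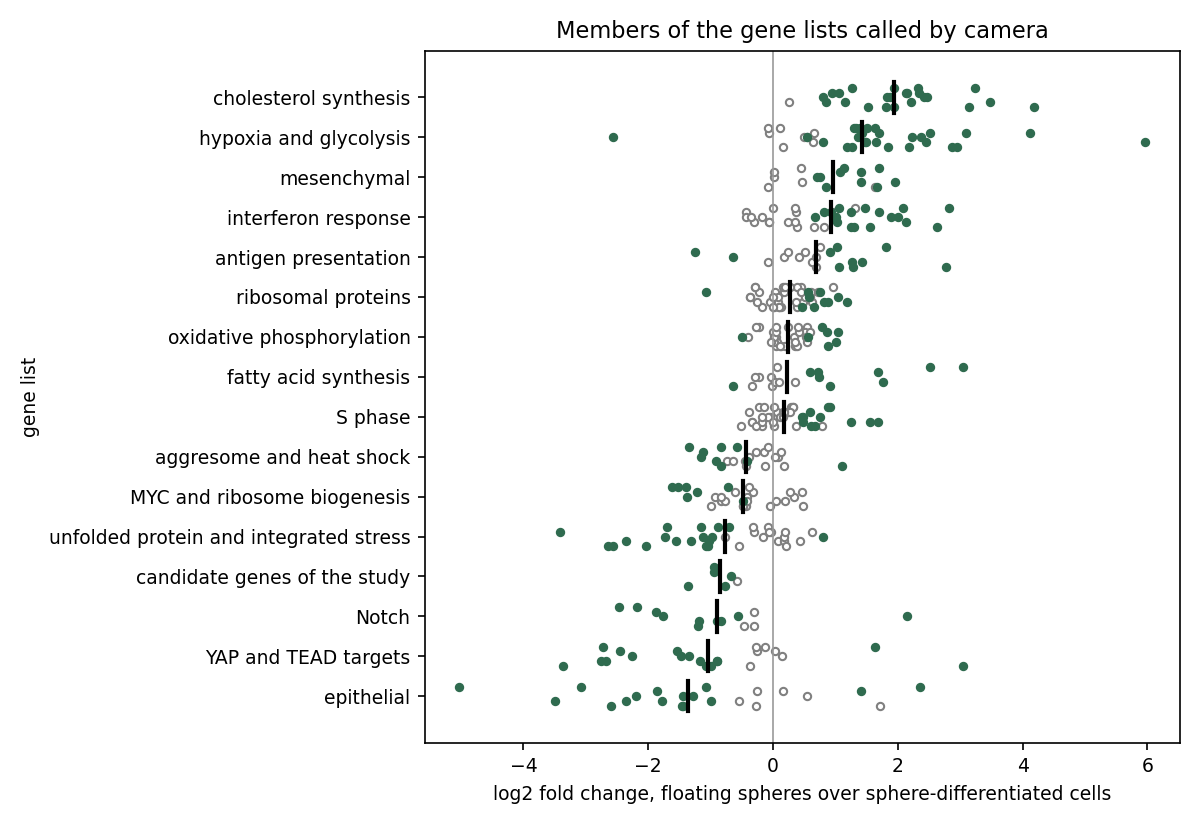
Log2 fold change of floating spheres over sphere-differentiated cells (x axis) for each tested member of the 16 gene lists called by camera with a preset correlation (y axis). Filled points had an adjusted p under 0.05 in limma, open points did not, and the black bar is the median of the list, from 1.94 for cholesterol synthesis to -1.36 for epithelial genes.

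The study narrowed the changed genes to 7 candidates near susceptibility loci and in amplified regions, and took OTUD1, a deubiquitinase, forward. In these libraries, 6 of the 7 were expressed highly enough to be tested, and the values of all 6 were lower in floating spheres than in sphere-differentiated cells. CHMP4C, of the membrane-cutting ESCRT complex, had a log2 fold change of -1.37 (SE 0.18), PIP4K2A, a phosphoinositide kinase gene, -0.95 (SE 0.20), ZFAND1 -0.94 (SE 0.18), the inositol phosphatase gene IMPA1 -0.76 (SE 0.16) and the sorting nexin gene SNX16 -0.68 (SE 0.22). Their adjusted p values were 0.0021, 0.0115, 0.0076, 0.0118 and 0.0499. These 5 also passed the study's threshold and the test adjusted over the list alone, and camera gave the list an adjusted p of 0.0071 (adjusted p = 0.350 with an estimated correlation). The study chose the genes on these libraries, so the count is not independent evidence of their direction. The log2 fold change of SNX16 was -1.02 with voom. Its call ended without any single library, at adjusted p values from 0.0599 to 0.166, and with several other settings. IMPA1 lost its call without sphere-differentiated replicate 2 (adjusted p = 0.0513) or 3 (0.056), and PIP4K2A without replicate 2 (0.0513). PAG1 was below the filter, at 0.480 ± 0.507 FPKM in floating spheres and 0.117 ± 0.0275 in sphere-differentiated cells.

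OTUD1 (ENSG00000165312.6), on chromosome 10 from 23439458 to 23442390 in hg38, stood at 54.2 ± 18.5 FPKM (SD, n = 3) in floating spheres and at 77.8 ± 3.02 in sphere-differentiated cells. Its log2 fold change was -0.58 (SE 0.26), with a 95% interval of -1.20 to 0.03. The adjusted p was 0.125, and by its unadjusted p in limma (0.0603) the gene did not pass the study's threshold. An exact two-sided permutation test over the 20 labellings gave 0.1, the smallest p that 3 against 3 libraries allow. The interval of this fit ends at a rise in floating spheres of 0.03 on the log2 scale. With 3 libraries per state and unequal spread, it does not by itself exclude a larger rise. Without floating sphere replicate 1 the log2 fold change was -0.27, and without floating sphere replicate 2 it was -0.78 with an adjusted p of 0.052, where all alternatives ranged from 0.052 to 0.255. OTUD1 passed the threshold of the study in that setting, with an unadjusted p of 0.0178 in limma, and also after rescaling to TPM (0.0476) and with protein-coding genes alone (0.0495).

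**Figure D2:**
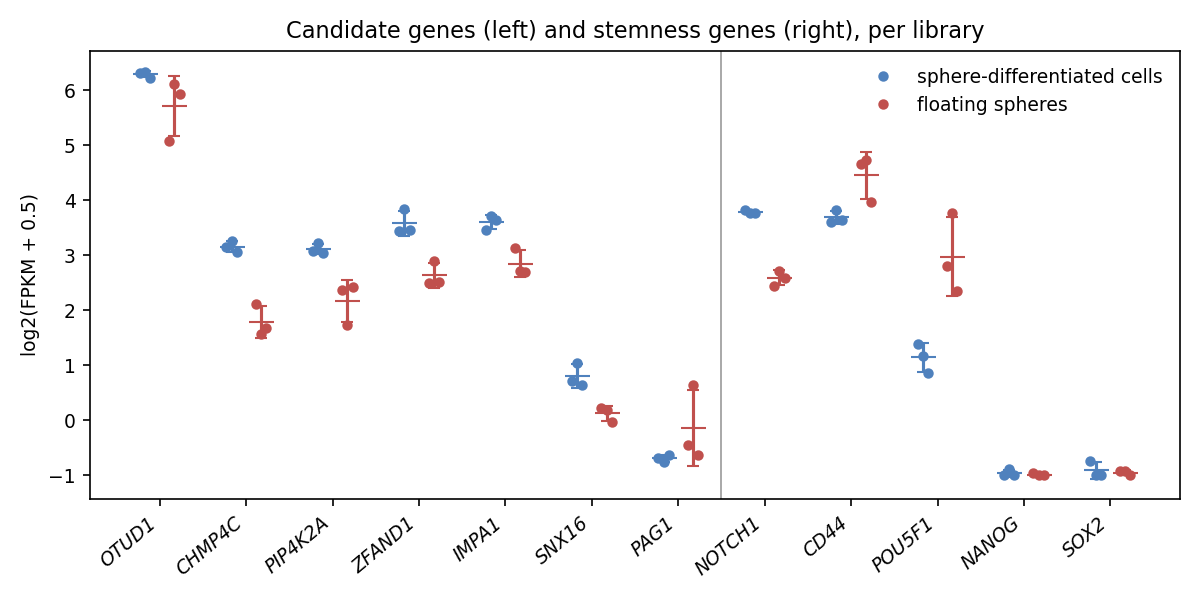
Expression of the candidate genes of the study and of the stemness genes in each library, as log2 of FPKM plus 0.5 (y axis), with points for libraries, long bars for means and error bars for the SD of 3 libraries. For OTUD1 to SNX16 the floating spheres have the lower mean, with a log2 fold change of -0.58 for OTUD1 and -1.37 for CHMP4C, while CD44 and POU5F1 have the higher mean in floating spheres and NANOG and SOX2 lie at the floor.

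Of 5 stemness genes used elsewhere to check these cultures by PCR, 3 were tested here and all 3 changed, in differing directions, with the same count when adjusted over the list alone. The study described these genes as high in floating spheres by PCR, and NOTCH1 ran the other way here. That PCR was normalized to GAPDH, which was itself higher in floating spheres here, so FPKM and PCR are on different scales. NOTCH1 was lower in floating spheres, at 5.52 ± 0.568 FPKM against 13.3 ± 0.349 (log2 fold change -1.20, adjusted p = 0.0013 in limma). The hyaluronan receptor gene CD44 was higher, at 22.0 ± 5.95 FPKM against 12.4 ± 1.1 (0.76, adjusted p = 0.0323 in limma). POU5F1, which encodes OCT4, was also higher, at 8.03 ± 4.43 FPKM against 1.73 ± 0.397 (1.83, adjusted p = 0.0076 in limma), although expressed pseudogene copies of it can share its fragments. The call of CD44 ended without sphere-differentiated replicate 1 (adjusted p = 0.0957), 2 (0.0727) or 3 (0.105), without floating sphere replicate 1 (0.0743) or 2 (0.0708), and without a filter on low values (0.073). NANOG had 1 fragment over the floating spheres and 3 over the sphere-differentiated libraries, and SOX2 had 2 and 4, so no difference was detectable at this depth. PROM1, which encodes the surface marker CD133, had 0 fragments in sphere-differentiated cells and 1 in floating spheres, and CD24 fell, at 3.47 ± 0.851 FPKM against 20.6 ± 0.874 (log2 fold change -2.43).

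Genes of the kinase pathway that the study placed downstream of OTUD1 were also measured. For that link, the study drew on protein levels and phosphorylation, with PCR of target genes in OTUD1 knockout cells. The values here are transcript levels compared between culture states, so they do not test that link. MAP3K5, which encodes the kinase ASK1, was higher in floating spheres, at 9.52 ± 0.37 FPKM against 4.23 ± 0.426 (log2 fold change 1.09, adjusted p = 0.0017 in limma), and so was MAP3K6, an ASK family member (2.04). FOS rose by 2.87 and ATF3 fell by 3.16 on the log2 scale. JUN was at 24.9 ± 8.21 FPKM against 18 ± 3.17 (0.43, adjusted p = 0.217 in limma), and ATF2 at 12.2 ± 1.33 against 13.1 ± 2.36 (-0.10). Of the 22 tested members of the ASK1, JNK and AP-1 list, 7 rose and 2 fell, also adjusted over the list alone, and camera did not call it (adjusted p = 0.367), while fry called it higher (adjusted p = 0.0302). IL6, reported as a JNK target, fell as given above. The log2 fold change of JUN was 0.28 without sphere-differentiated replicate 2 and 0.18 without floating sphere replicate 2. That of ATF2 changed sign to 0.042 without sphere-differentiated replicate 2.

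Genes that the study listed around 3 ovarian cancer susceptibility loci did not pass a test of a difference in their share of changed genes. The regions that hold them, given below, are far wider than the distance the study stated for its screen. On chromosome 8, between 80967810 and 83408900, 4 of 7 tested genes changed, all lower and all among the candidates named above (57.1% against 33.6% of other genes, two-sided Fisher's exact p = 0.234). As a list, these genes were called lower by fry (adjusted p = 0.0103) and not by camera (0.0731). On chromosome 10, between 19633683 and 23442390, 3 of 13 changed (23.1%, exact p = 0.563), with PIP4K2A and BMI1, a polycomb gene, lower and PLXDC2 higher. On chromosome 17, between 35713791 and 39730426, 16 of 60 changed (26.7%, exact p = 0.276), 10 higher and 6 lower. ARHGAP23 (-1.81), DHRS11 (1.13) and LASP1 (0.89) were among them. After adjustment over the 3 loci, the exact p values were 0.415, 0.563 and 0.415. At the study's threshold the counts were 5, 4 and 24, with exact p values of 0.12, 0.585 and 1. Over the 3 loci 23 genes changed, with 12 without sphere-differentiated replicate 2 and 14 without sphere-differentiated replicate 3.

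Markers of other cell types were low or were not called as groups. Of 5 fibroblast markers, 3 rose, TWIST2, COL3A1 and ACTA2, and none fell, at a median log2 fold change of 0.86. Neither camera (adjusted p = 0.087) nor fry (adjusted p = 0.05003) called that list, and a shift of these few genes stays open. Of 8 genes that mark embryonic kidney cells, a type also cultured by the study, 3 rose and 2 fell (camera adjusted p = 0.630). Endothelial and leukocyte markers had 2 and 1 tested members, and PECAM1 rose and ESAM fell among them. Transcript levels also followed the base composition of genes. Over protein-coding genes, the median log2 fold change went from -0.28 in the decile of genes with the lowest GC content to 0.31 in decile 9 and 0.26 in the highest. It went from 0.24 in the decile of the shortest genes to -0.20 in that of the longest. Sphere-differentiated replicate 2 departed most, at 0.30 above the gene mean in the lowest decile of GC content and at -0.32 in the highest. With this trend removed, a setting chosen after the data had been seen, 5280 genes changed, 4340 of them among the 5279 and in the same direction. The log2 fold change of RPS15 was then 0.58 and that of JUN 0.23. The call of SNX16 (adjusted p = 0.0792) and that of the ribosomal protein list (adjusted p = 0.0682) ended.

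**Figure D3:**
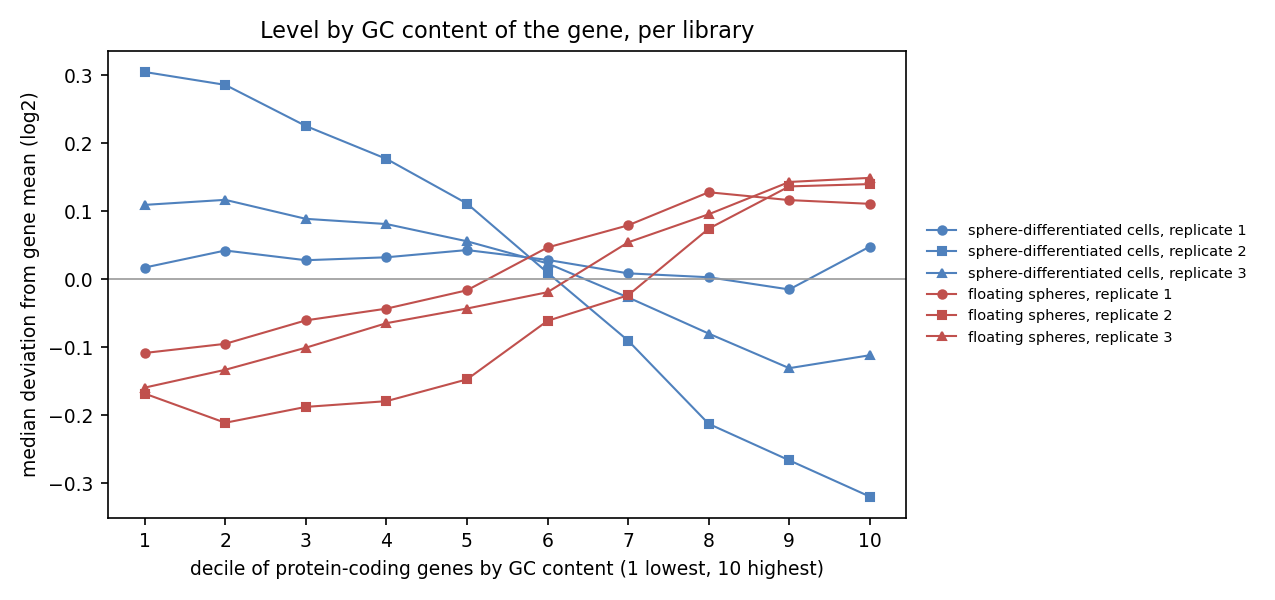
Median deviation of each library from the mean of each gene, in log2 units (y axis), over protein-coding genes in deciles of GC content (x axis), with a line per library. The floating spheres lie higher in the highest decile than in the lowest, sphere-differentiated replicates 2 and 3 lie lower, and sphere-differentiated replicate 2 spans the widest range, from 0.30 to -0.32.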

Values the study reported

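The study called genes differentially expressed between floating spheres and differentiated cells at P under 0.05 and an absolute log2 fold change above 0.5. It took genes within 200 kb of susceptibility loci and genes amplified in more than 4% of tumors into the same screen, and the overlap of these sets left 7 candidates, OTUD1 among them.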

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

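The correction for GC content and gene length was the only setting chosen after the data had been seen. OTUD1 had a negative log2 fold change and an adjusted p over 0.05 in all 19 alternative fits. The lists of cholesterol synthesis, hypoxia and glycolysis, interferon, YAP and TEAD, stress response, Notch, epithelial, mesenchymal and antigen presentation genes and of the study's candidates kept their direction and camera call in all 19. The count of changed genes was 3402 with a minimum mean of 5 FPKM, where fewer genes were tested, and 3401 at the study's threshold. Leaving out a library, where fewer samples were tested, gave 2806 to 5337 changed genes and 12 to 28 genes near the loci. The number of called lists was 0 with an estimated correlation. ATF2, which had no call in any setting, ranged from -0.17 to 0.042 when a library was left out (0.042 without sphere-differentiated replicate 2) and changed sign to 0.13 with the GC and length correction, at adjusted p values of 0.866 and 0.466 (range 0.466 to 0.982), and the cause was not tested. Of 93 single genes followed, 80 could be tested at the minimum mean of 5 FPKM and all 80 kept their side of the threshold. In the other settings that kept all libraries, at most 5 lost their call (without a filter on low values), and leaving out a library ended at most 10 calls (sphere-differentiated replicate 2). The fit with replicate as a term changed 4088 genes. Depth limits low genes, since NANOG and SOX2 had fewer than 5 fragments in either state.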

Other observations

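Several further groups held changed genes without a call by camera, to which the adjusted p values of this and the next paragraph refer. Of these, fry called the Wnt (adjusted p = 0.0062), growth factor (0.0355), metallothionein (0.0355), OTU family (0.0011) and integrin (0.0116) lists. Among Wnt genes, 5 of 14 fell and 2 rose (camera adjusted p = 0.073), with the inhibitor gene NKD2 (log2 fold change -2.99) and the cyclin gene CCND1 (-2.24) lower and NOTUM (2.03) higher. Among genes of the response to epidermal and fibroblast growth factors, 9 of 26 fell and 3 rose (adjusted p = 0.076). The ligand genes EREG and AREG fell by 1.86 and 2.14 on the log2 scale, whereas EGR1 rose. Of 24 antioxidant genes under NRF2, 8 fell and 3 rose (adjusted p = 0.195), with HMOX1 at 13.1 ± 3.51 FPKM against 108 ± 40.2 and TXNRD1 at 50.8 ± 16.8 against 183 ± 5.58. The metallothionein gene MT2A rose from 173 ± 12.8 to 1112 ± 381 FPKM, in a list where 3 of 6 rose (adjusted p = 0.267). Of 15 OTU family deubiquitinases, the family of OTUD1, 5 fell and 1, TNFAIP3, rose (1.70; adjusted p = 0.076). Of 8 surface markers of ovarian cancer stem cells, 3 rose and 2 fell, CD24 and EPCAM, and the median (0.09) and the mean (-0.21) of the list differed in sign, with NT5E (1.64) and LGR6 (0.97) higher. In the list of inflammation under NF-kB, 8 of 33 rose and 10 fell, also with a median (0.20) and a mean (-0.15) of differing sign, and CSF3 (2.80) rose where IL6 fell.

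Integrin and focal adhesion genes rose for 10 of 31 members and fell for 3 (adjusted p = 0.057), with PDLIM7 (1.31) and ITGB8 (0.92) among those higher. Of 40 genes of the G2 and M phases, 7 rose and 1, TTK, fell (adjusted p = 0.076), and of 31 proteasome genes 1 rose and 2 fell (adjusted p = 0.490). Of 22 genes of cell cycle inhibition and quiescence, 8 rose and 7 fell (adjusted p = 0.418). CDKN2C, an inhibitor of cell cycle entry, rose by 2.76 and KLF9 fell by 3.67 on the log2 scale. In the list of cell death by detachment, MCL1, which protects cells, rose by 1.06 on the same scale, with 5 of 18 members higher and 2 lower (adjusted p = 0.485). HRK, which promotes death, had 1 fragment over the floating spheres and 413 over the sphere-differentiated libraries. It was 443-fold lower, with a 95% interval from counting error alone of 79.1 to 17552, and its fitted log2 fold change of -1.80 was set by the pseudocount.

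The tests of swapped labels, of line identity, of the split of all changed genes and of the lists with smaller medians were chosen after the results were seen. The other tests were recorded as set down before. The GC and length tests among them are worded in counts of called candidates and called lists, so they followed the main fit. The GC and length correction that they use was itself chosen after the trend was seen. The lower level of the study's candidates in floating spheres was weighed against technical explanations. Labels swapped between the states are argued against by the cholesterol list. Its median of 1.94 in the libraries titled stem cells, read as floating spheres, goes with growth without serum lipids. Other genes ran both ways. NOTCH1 (-1.20) and OTUD1 (-0.58, without a call) were lower in floating spheres, CD44 (0.76) and POU5F1 (1.83) higher. The study described the stemness genes as high in floating spheres by PCR and the OTUD1 protein as falling on differentiation. The direction of NOTCH1 and OTUD1 here is opposite to these, as it would be after a swap. In FPKM, that of CD44 and POU5F1 is not. However, the PCR was normalized to GAPDH, which rose here by more than CD44 and by nearly as much as POU5F1. Relative to GAPDH, CD44 would run opposite to the PCR, as it would after a swap, and POU5F1 would hardly differ between the states. CD44 and POU5F1 therefore do not argue against a swap, and the case against it rests on the cholesterol list. A bias with GC content or gene length as the whole cause is argued against by 4 of the 5 called candidates that stayed lower and past the threshold once the trend was removed. SNX16 went from -0.68 (SE 0.22) to -0.48 (SE 0.18), with an adjusted p of 0.0792, because its fold shrank by more than its error did. The values of OTUD1 were -0.58 (SE 0.26) and -0.61 (SE 0.28). A difference between states in transcript level thus stays open as a hypothesis, while protein level and stability were not measured here.

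The called lists were weighed against the same trend. After its removal, 8 of the 8 lists with a median over 0.75 in size, the study's own left out, stayed called in the same direction. Of 7 lists with smaller medians, 6 stayed called, and the ribosomal protein list did not, at an adjusted p of 0.0682. Its median was 0.28 (quartiles 0.02 to 0.59) before and 0.25 (quartiles -0.05 to 0.59) after, and the cause of the lost call was not tested. The trend as the whole cause is argued against for the lists that stayed, and is left open for ribosomal proteins. The culture conditions stay open together, with serum, basal medium, added growth factors and insulin, attachment and cell shape all differing between the states.

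The identity of the line is a hypothesis from genes chosen after their values were seen. SKOV3 is described in textbook accounts as carrying extra copies of ERBB2 and a deletion of CDKN2A, whereas ERBB2 here had a mean of 8.88 FPKM, at percentile 56.5 of tested protein-coding genes, and CDKN2A stood at 24.9 to 89.3 FPKM. Loss of the ERBB2 copies in culture is argued against by the lowest value of CDKN2A, 24.9 FPKM, since a deletion is not regained. Fragments lost to overlapping genes were weighed by the 6 tested neighbours within 100 kb, whose median percentile was 40.4 and highest 62.6 (STARD3). These levels cannot settle that point, since neighbours may lose fragments to overlaps too. Cells other than SKOV3 may account for these values, although the study's methods state that lines were authenticated by short tandem repeat profiling, and no reference profile of SKOV3 was analysed here. The comparison of the states within these libraries does not rest on the name of the line. Setting them beside the study's PCR and OTUD1 protein in SKOV3 does, as does the part of the weighing of swapped labels that uses these.

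The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05. In the other splits, which mix the states, a difference between the states adds to the spread within groups. Low counts of genes there follow from this, so they do not argue against chance. For the genes changed, 1 of the 10 gave as many as the real 5279, the real one itself, and the highest other gave 0. At the study's threshold it was 1 of the 10, with 6191 and a highest other of 324. The candidates (5 past the study's threshold), the stemness genes (3) and the genes near loci (23) each had 1 of 10, with a highest other of 0. The study had also chosen the candidates on the real split. For gene lists, 3 of the 10 gave as many as the real 16, and the highest other gave 17. The other splits with 17 set floating sphere replicate 2 with sphere-differentiated libraries.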
